A study of Homo sapiens with 17 samples.

How the data were processed

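Expression was measured by RNA-seq in 17 libraries of H9 human embryonic stem cells that carried reporters and were differentiated and sorted. The growth protocol in the labels describes separate cardiomyocyte and sinoatrial procedures and does not say which of them each sorted population came from. RNA was made into libraries with a TruSeq RNA kit, per the labels' protocols. The tools bcl2fastq 2.19, cutadapt, STAR 2.5.2b and Cufflinks 2.1.1 and the build hg19 are named, without their order or settings, per the submitters' processing notes. The deposited table holds FPKM made by the authors; its header names no unit, and FPKM was taken from the named tool and the values. Fragment counts and read depth were not used here, so no counting intervals or detection floors were computed.

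The table had 20368 rows, with 71 duplicate identifiers, and 20218 genes once rows of a name were merged. Each column was matched to a sample by its header, the library number that opens the sample's title, and no column belonged to another sample. Libraries were grouped by sorted population and day from the labels into 6 groups, with no library numbered 16 among the samples. The titles of the GFP+mCherry+ libraries read GFP+mCherry+- and their genotype label GFP+mCherry+, which was used; the genotype label of the GFP-mCherry- libraries of day 25 lacks the last sign, which their titles have. In 34 genes 42 values were listed at exactly 0 in single libraries although every other library of the group held at least 5 FPKM; these were used as deposited and set to missing in an alternative.

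Values were transformed to log2(FPKM + 1), with no further scaling. Genes with at least 1 FPKM in at least 2 libraries were tested (14845 genes). A model with a mean for each of the 6 groups was fitted to all 17 libraries with limma 3.58.1 (lmFit, contrasts.fit, and eBayes with a trend; 11 residual degrees of freedom) in R 4.3.3. Within each of 8 comparisons p-values were adjusted by Benjamini-Hochberg, and genes with an adjusted p under 0.05 were called. The comparisons were GFP+mCherry+ against GFP-mCherry+ and GFP-mCherry+ against GFP-mCherry- at each day, day 40 against day 25 in each population, and the change of the first difference between the days. The standard error is that of limma's moderated fit.

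Gene lists written from textbook knowledge (40, of which 39 had at least 5 tested members) were tested with camera at a preset correlation of 0.01, two-sided, adjusted over the lists of a comparison. Camera with the correlation estimated from the data and fry were run beside it. The list of mitochondrial genome transcripts had 0 genes in the table and was not analysed here. Comparisons, tests, lists, the rule for named genes and most of the alternatives were fixed before the data were examined.

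The genes named in each comparison followed a rule with 3 parts. The first was SHOX2 and MYH6 in each comparison, with ISL1, TBX3, TBX18, HCN4, NKX2-5, NPPA, GJA1, MYL2 and TNNT2 between the mCherry+ populations. The next part was the 6 genes up and the 6 genes down with the largest log2 difference among those called, with a mean of at least 5 FPKM in the higher group and no overlap between the libraries of the groups. That part left out symbols without a gene name of their own. The last part was up to 4 members, with the smallest adjusted p, of each list described. Some genes that the rule named, and a further change between the days, are not reported here.

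Alternatives fixed beforehand were a pseudocount of 0.1, no filter on low values, a filter at 5 FPKM, median-of-ratios scaling, quantile normalization, only the compared groups in the fit, limma sample quality weights, a block on sets of consecutive library numbers, and each library left out in turn. Added after results were seen were values listed at 0 set to missing, a loess correction of each library for transcript GC content, the libraries 1, 12 and 13 left out, and GFP+mCherry+ against GFP-mCherry- at each day. The libraries 1 and 12 were left out because each correlated least within its own group (mean r 0.957 and 0.955). Library 13 was left out because it had the fewest genes above 0. Library 14 had few as well and also correlated least within its own group (mean r 0.951). It was kept there and left out on its own, so that choice of libraries did not follow a single rule. The GC content was matched for 97.2% of the tested genes (14427).

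The procedure was tested on simulated data with the same groups, with 100 genes changed at each size. In GFP+mCherry+ against GFP-mCherry+ it called 60% of changes of 1 log2 unit and 95% of changes of 2 log2 units at day 25, with 5 false calls, and 43% and 90% at day 40, with 9 false calls. In a simulated GC trend on day 40 against day 25 in the GFP-mCherry+ cells the calls rose from 196 to 6617 and were 197 after the correction. The data themselves gave 675 calls in this comparison, far fewer than the simulated trend. The simulation does not show whether the correction would spare real changes that track GC content. Figures were drawn with Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9. Reads, splicing and variants were not analysed here.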

Results

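The data were 17 RNA-seq libraries from cells differentiated from the H9 human embryonic stem cell line and sorted on 2 reporters, GFP for SHOX2 and mCherry. The labels did not name the gene behind mCherry, and MYH6, which encodes the atrial cardiac myosin heavy chain, was taken for it here. GFP+mCherry+ cells, taken as the sinoatrial-node-like population without a test of that identity, had 3 libraries at day 25 and 2 at day 40. GFP-mCherry+ cells, taken as cardiomyocytes without the SHOX2 reporter, and GFP-mCherry- cells had 3 libraries at each day. The values were deposited FPKM of 20218 genes, of which 14845 reached at least 1 FPKM in at least 2 libraries and were tested. Sums over a library ran from 565805 to 659878 FPKM, and from 12941 (library 11) to 13792 (library 13) genes reached 1 FPKM. The libraries 13 and 14 stood apart, with the fewest genes above 0 (16489 and 16597, the others at least 17104) and the fewest between 0 and 0.1 FPKM (424 and 677, the others at least 962). Read depth was not in the files. Libraries of a group correlated at a mean r of 0.965 (lowest 0.947, highest 0.984), and the first 2 principal components held 40.3% and 22.2% of the variance. Nothing in the labels said that the libraries of a group came from separate cultures, so every p-value measured the spread between these libraries, which may be technical. Differences are on the log2(FPKM + 1) scale, written with their standard error, and this scale understates the differences of genes with low values. Levels are means with the SD.

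How did the GFP+mCherry+ cells differ from the GFP-mCherry+ cells at day 25 (3 libraries each)? SHOX2, the transcription factor behind the GFP reporter (ENSG00000168779, chr3 157814948 to 157824292 on hg19), stood at 91.8 ± 45.1 FPKM against 1.32 ± 0.413, a log2 difference of 5.21 ± 0.33 (adjusted p 4.3e-07). The nodal transcription factors TBX3 (ENSG00000135111, chr12 115108059 to 115121969, 0.98 ± 0.25, adjusted p 0.0125) and ISL1 (1.17 ± 0.30, adjusted p 0.0142) were also higher. The pacemaker channel gene HCN4 (ENSG00000138622, chr15 73612200 to 73661605) was near the same level in both populations, at 40.3 ± 7.87 and 41.8 ± 11.6 FPKM (-0.04 ± 0.33, adjusted p 0.956). TBX18 was not past the threshold (0.91 ± 0.60, adjusted p 0.304). GJA1, the connexin 43 gene of working myocardium, was higher and not lower in the GFP+mCherry+ cells (1.05 ± 0.26, adjusted p 0.0115).

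Some genes of working and ventricular myocardium were far lower. NKX2-5 (ENSG00000183072, chr5 172659112 to 172662360), a cardiac transcription factor that is low in the sinus node, fell from 183 ± 32.9 to 12.9 ± 3.62 FPKM (-3.75 ± 0.55, adjusted p 0.000558). The ventricular light chain gene MYL2 (ENSG00000111245, chr12 111348623 to 111358526) fell from 71.9 ± 56.4 to 1.48 ± 0.959 (-4.68 ± 0.49, adjusted p 7.01e-05). Also lower were MYL3 (-4.88 ± 0.77), the ventricular transcription factor IRX4 (-4.34 ± 0.50), HAMP (-4.01 ± 0.73), MYH7 (-3.99 ± 0.69) and CKM (-3.87 ± 0.78), with adjusted p from 0.000129 to 0.00345. The atrial peptide gene NPPA (-2.09 ± 0.50, adjusted p 0.00919) and TNNT2 (-1.65 ± 0.46, adjusted p 0.0208) fell less. TNNT2 was still at 1796 ± 724 FPKM in the GFP+mCherry+ cells, against 5328 ± 808. MYH6 did not pass (-0.87 ± 1.62, adjusted p 0.745). Its standard error came from the fit of all groups, which held a 0 listed in library 17 (GFP-mCherry+, day 40). With that 0 set to missing the difference was -0.87 ± 0.54 (adjusted p 0.273). Among the largest increases were SELV (4.50 ± 1.21), SERPINE3 (3.49 ± 0.75), SLC34A2 (3.27 ± 0.61) and a pair of smooth muscle contractile genes, MYH11 (ENSG00000133392, chr16 15797029 to 15950890, 44.3 ± 6.13 against 3.62 ± 1.81 FPKM) and MYLK (97.5 ± 16.2 against 9.50 ± 3.23). Of 49 named genes called here, 8 were not called in at least 1 refit without a single library, namely ISL1, TBX3, GJA1, TNNT2, SELV, HOXB7, GAP43 and STMN2. TNNT2 was also not called after quantile normalization (-1.20, adjusted p 0.0725), nor GJA1 without the libraries 1, 12 and 13 (0.80, adjusted p 0.0596).

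The gene lists carried the same division. Of 14 pacemaker transcription factors and signals, 7 were higher, 3 lower and 4 not past the threshold (9 and 3 when adjusted over the list alone). BMP4, a signal of the nodal programme (ENSG00000125378, chr14 54416454 to 54425479), stood at 190 ± 38.8 against 30.7 ± 5.93 FPKM (2.58 ± 0.23, adjusted p 2.19e-05), and MEIS2 was lower (-1.20 ± 0.20). The list had a camera adjusted p of 0.0158, and an adjusted p = 0.319 with an estimated correlation. Of 12 pacemaker ion channels and connexins, 2 were higher, 3 lower and 7 not past (2 and 3 over the list alone, camera adjusted p 0.142). The potassium channel gene KCNJ5 (-1.96 ± 0.32) and the T-type calcium channel gene CACNA1G (-1.36 ± 0.29) were among the lower ones. Of 29 sarcomere genes 20 were lower and none higher, with TNNC1 (-3.78 ± 0.48) as an example (camera adjusted p 9.31e-13, 23 lower over the list alone, adjusted p = 0.319 with an estimated correlation). Of 12 ventricular markers 10 were lower and 1 higher (PRDM16 -2.94 ± 0.34, camera adjusted p 1.46e-09, 11 and 1 over the list alone, adjusted p = 0.236 with an estimated correlation). The lists for working myocardium were split. Of 14 of its transcription factors and peptides 9 were lower and none higher (camera adjusted p 4.74e-06, 9 lower and 1 higher over the list alone, adjusted p = 0.236 with an estimated correlation), but its conduction genes went both ways and were not called, with 4 of 11 lower and 3 higher (camera adjusted p 0.339). At day 40 it was 9 lower and 1 higher (camera adjusted p 9.77e-06, 11 and 1 over the list alone, adjusted p = 0.353 with an estimated correlation) for the former and 4 lower and 2 higher (camera adjusted p 0.188) for the latter.

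Energy metabolism followed the myocardial genes. Of 42 oxidative phosphorylation genes 34 were lower and none higher, among them COX6A2, a cytochrome oxidase subunit of heart and muscle (-2.96 ± 0.42), and COX5B (-1.33 ± 0.20). Its camera adjusted p was 1.09e-20, with 39 lower over the list alone, and the adjusted p = 0.236 with an estimated correlation. Of 26 fatty acid oxidation genes 14 were lower and 1 higher (CD36 -2.92 ± 0.57, camera adjusted p 5.46e-08, 19 and 1 over the list alone, adjusted p = 0.121 with an estimated correlation). Of 18 calcium handling genes 10 were lower and 2 higher (CACNA1C -1.63 ± 0.31, TRDN -1.92 ± 0.37, camera adjusted p 2.13e-05, 11 and 2 over the list alone, adjusted p = 0.319 with an estimated correlation). Ribosomal protein genes fell by small amounts, 18 of 46 lower and none higher (RPS7 -0.75 ± 0.17, RPS16 -0.84 ± 0.20, camera adjusted p 9.31e-13, 34 lower over the list alone, adjusted p = 0.319 with an estimated correlation).

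Genes of stroma, epicardium, epithelium, endoderm and neurons moved the other way. Of 24 fibroblast and matrix genes 17 were higher and none lower. The collagen-binding proteoglycan gene LUM stood at 1268 ± 444 against 258 ± 72.3 FPKM (2.27 ± 0.43), beside SPARC (1.97 ± 0.39). That list had a camera adjusted p of 3.44e-08, with 18 higher over the list alone, and an adjusted p = 0.319 with an estimated correlation. Of 17 epicardial genes 6 were higher (PODXL 2.13 ± 0.33, BNC1 1.69 ± 0.29, camera adjusted p 3.32e-05, 10 over the list alone, adjusted p = 0.319 with an estimated correlation). Of 17 epithelial genes 8 were higher, with the cadherin gene CDH1 at 150 ± 38.3 against 25.7 ± 7.97 FPKM (2.51 ± 0.29) and SPINT1 (1.83 ± 0.18). For epithelium the camera adjusted p was 6.64e-05, with 8 over the list alone, and the adjusted p = 0.236 with an estimated correlation. Endoderm and hepatic genes were higher in 10 of 19 (VTN 1.80 ± 0.27, APOA2 1.95 ± 0.35, camera adjusted p 2.13e-05, 11 over the list alone, adjusted p = 0.327 with an estimated correlation). Neuron and neural crest genes were higher in 5 of 14 (GAP43 1.31 ± 0.32, STMN2 2.61 ± 0.68, camera adjusted p 0.00766, 5 over the list alone, adjusted p = 0.319 with an estimated correlation). Of 21 HOX genes 10 were higher (HOXB5 1.35 ± 0.29, camera adjusted p 6.77e-05, 14 over the list alone, adjusted p = 0.321 with an estimated correlation). Of 22 immediate early genes 14 were higher (FOSB 1.68 ± 0.28, KLF4 1.63 ± 0.32, camera adjusted p 5.6e-07, 18 over the list alone, adjusted p = 0.321 with an estimated correlation). Of 28 genes of anthracycline handling and toxicity 2 were higher (HFE 1.34 ± 0.29, RAC2 2.01 ± 0.44) and 6 lower. The lower ones included AKR1B1, an aldo-keto reductase gene (-1.51 ± 0.19), and SOD2 (-1.24 ± 0.25). That list was not called (camera adjusted p 0.196, 2 and 6 over the list alone).

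Over all genes 1779 were higher and 1243 lower in the GFP+mCherry+ cells at day 25 (3022 of 14845, 1597 at least 2-fold), and 5098 had an unadjusted p under 0.05. The excess of higher genes, 58.9% of those called, was not there after median-of-ratios scaling (1501 higher and 1500 lower) or the GC correction (1643 and 1665). Limma with a trend was used, with 18 lists called by camera and 17 of these also by fry, and 0 kept with the estimated correlation. The number called dropped to 1765 without library 5, and to 1813 without library 8.

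**Figure D1:**
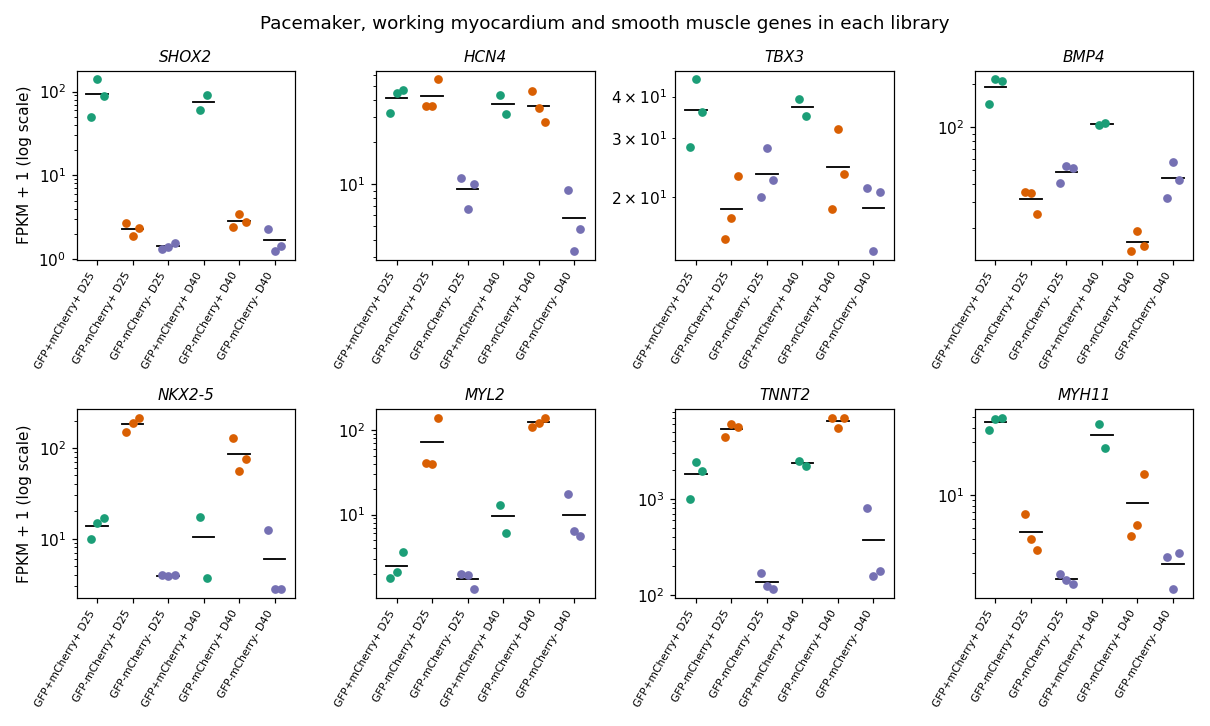
Levels of SHOX2, HCN4, TBX3, BMP4, NKX2-5, MYL2, TNNT2 and MYH11 as FPKM + 1 on a logarithmic axis, with 1 point for each library, coloured by sorted population at day 25 and day 40, and a black line at the group mean. SHOX2, BMP4 and MYH11 stood highest in the GFP+mCherry+ libraries, HCN4 was near 40 FPKM in both mCherry+ populations, and NKX2-5 was 183 FPKM in the GFP-mCherry+ cells of day 25 against 12.9.

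Was the difference between the same populations present at day 40 (2 GFP+mCherry+ and 3 GFP-mCherry+ libraries)? SHOX2 was again higher, at 74.3 ± 22.4 against 1.87 ± 0.514 FPKM (4.70 ± 0.36, adjusted p 1.07e-05), as was BMP4 at 104 ± 1.9 against 14.8 ± 2.66 (2.74 ± 0.25, adjusted p 3.85e-05). ISL1 (1.43 ± 0.34, adjusted p 0.00655) and GJA1 (1.36 ± 0.29, adjusted p 0.0037) were higher. HCN4 was again level, at 36.4 ± 8.29 and 35.4 ± 9.51 FPKM (0.05 ± 0.37, adjusted p 0.932). TBX3 (0.63 ± 0.28, adjusted p 0.111) and TBX18 (0.85 ± 0.67, adjusted p 0.372) did not pass.

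Some genes of working and ventricular myocardium were again lower at day 40. They included NKX2-5 (9.47 ± 9.6 against 85.5 ± 37.9 FPKM, -3.35 ± 0.61, adjusted p 0.00141) and MYL2 (8.56 ± 4.99 against 123 ± 15.5, -3.80 ± 0.54, adjusted p 0.000336). Also lower were MYL3 (-4.05 ± 0.86), CKM (-3.86 ± 0.87), IRX3 (-3.71 ± 0.48), FGF12 (-3.69 ± 0.55), TNNC1 (-3.59 ± 0.53) and NPPA (-2.72 ± 0.56). TNNT2 was barely past the threshold (-1.46 ± 0.52, adjusted p 0.0496) and was lost without any 1 of the 5 libraries and after quantile normalization (-1.08, adjusted p 0.126). MYH6 had no call (2.02 ± 1.81, adjusted p 0.439). It was listed at 0 in library 17 and at 628 and 520 FPKM in the other libraries of that group. With that 0 set to missing the difference was -1.03 ± 0.66 (adjusted p 0.268). The largest increases included SLPI (5.41 ± 1.27) and SFTPD (4.92 ± 1.21), which encode secreted proteins of epithelia, SERPINE3 (4.52 ± 0.84), the neuropeptide gene NPY (304 ± 49.7 against 17.3 ± 15 FPKM, 4.36 ± 0.98) and the angiotensin receptor gene AGTR1 (136 ± 4.9 against 7.57 ± 7.45, 4.34 ± 0.85). SLPI (adjusted p 0.0571), SFTPD (0.0533), MYL3 (0.108), CKM (0.132), NPPA (0.0773), XIRP1 (0.0652), KCNJ5 (0.0507) and CACNA1G (0.139) were not called without library 13, and CSF1R (0.0622) and CD68 (0.133) without library 10.

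Lists again split between myocardium and stroma. The epithelial list, called higher at day 25, was not called by camera at day 40 (adjusted p 0.0801). Of its 17 genes 3 were higher and 1 lower, and fry still called it (adjusted p 0.0121). Of 42 oxidative phosphorylation genes 37 were lower and none higher (ATP5G3 -1.39 ± 0.24, COX5A -1.62 ± 0.29, camera adjusted p 3.75e-19, 41 lower over the list alone, adjusted p = 0.353 with an estimated correlation). Of 29 sarcomere genes 24 were lower and none higher (XIRP1 -2.62 ± 0.52, camera adjusted p 5.83e-12, 25 over the list alone, adjusted p = 0.353 with an estimated correlation). Of 18 calcium handling genes 13 were lower and 1 higher (ASPH -1.06 ± 0.19, CACNA1C -1.86 ± 0.34, camera adjusted p 1.07e-06, 13 and 1 over the list alone, adjusted p = 0.353 with an estimated correlation). Higher were 17 of 24 fibroblast and matrix genes (SPARC 2.31 ± 0.44, LUM 2.46 ± 0.48, camera adjusted p 1.75e-06, 19 over the list alone, adjusted p = 0.353 with an estimated correlation). Epicardial genes rose in 5 of 17 (BNC1 2.72 ± 0.32, BNC2 2.40 ± 0.29, camera adjusted p 0.00037, 8 over the list alone, adjusted p = 0.353 with an estimated correlation). HOX genes rose in 10 of 21 (HOXB5 2.11 ± 0.32, HOXB6 2.37 ± 0.42, camera adjusted p 0.000212, 11 over the list alone, adjusted p = 0.378 with an estimated correlation).

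Camera called some lists at day 40 and not at day 25, although the change between the days did not pass for interferon genes (camera adjusted p 0.248) or p53 targets (0.311), and fry called the p53 targets at day 25 too (adjusted p 0.00548). Of 14 blood and immune genes 9 were higher and 1 lower, among them the myeloid transcription factor SPI1 (1.89 ± 0.35) and the macrophage receptor gene CSF1R (1.90 ± 0.42), with a camera adjusted p of 0.00556, 9 and 1 over the list alone, and an adjusted p = 0.353 with an estimated correlation. It was not called with no filter on low values (adjusted p 0.0555). Of 20 interferon genes 6 were higher (STAT2 1.46 ± 0.27, IFIT3 1.56 ± 0.29, camera adjusted p 0.00966, 7 over the list alone, adjusted p = 0.525 with an estimated correlation), and the list was not called without the libraries 1, 12 and 13 (adjusted p 0.136). Of 20 p53 targets 5 were higher, with the cell cycle inhibitor gene CDKN1A at 1.13 ± 0.22 and PLK3 at 0.97 ± 0.21 (camera adjusted p 0.036, 5 over the list alone, adjusted p = 0.353 with an estimated correlation). Neither gene was called with only these groups in the fit (adjusted p 0.0509 for CDKN1A and 0.0812 for PLK3). At day 25, 4 of the 20 interferon genes were called higher as well, among them IFIT3 (1.86, adjusted p 0.00038) and STAT2 (0.92, adjusted p 0.014). So were 4 of the 20 p53 targets at day 25, with PLK3 at 0.87 (adjusted p 0.00569) and CDKN1A at 0.85 (adjusted p 0.00728). The pacemaker transcription factor list was not called at day 40 (camera adjusted p 0.0983, 6 higher and 2 lower of 14, and the same over the list alone), and neither were the pacemaker channels (camera adjusted p 0.152, 4 of 12 lower and none higher, 4 and 1 over the list alone), with KCNJ5 at -1.83 ± 0.36 and CACNA1G at -1.37 ± 0.33. The receptor gene ADRB1, the main beta-adrenergic receptor of the heart, was higher (1.57 ± 0.19, adjusted p 0.000108). Of the 28 anthracycline genes 5 were higher (HFE among them) and 3 lower (AKR1B1 -1.59 ± 0.21), with a camera adjusted p of 0.935 and the same counts over the list alone.

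At day 40 the GFP+mCherry+ cells had 2404 genes higher and 1380 lower (3784 in all, 2338 at least 2-fold, 5641 with an unadjusted p under 0.05), with 19 lists called by camera and 0 kept with the estimated correlation. Without library 13, 1 of the 2 GFP+mCherry+ libraries, 1240 genes were called, and 1304 when the fit held only the libraries of these groups. Of the genes called, 63.5% were higher, and 49.9% after quantile normalization, which moved the median log2 difference from 0.078 to -0.057. With day 25 it shared 1229 higher genes (288.1 by chance) and 775 lower genes (115.6 by chance), and the differences of the days correlated at r 0.792 over all tested genes. The chance values take the calls of the days as independent, although both rest on gene variances from the same fit.

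**Figure D2:**
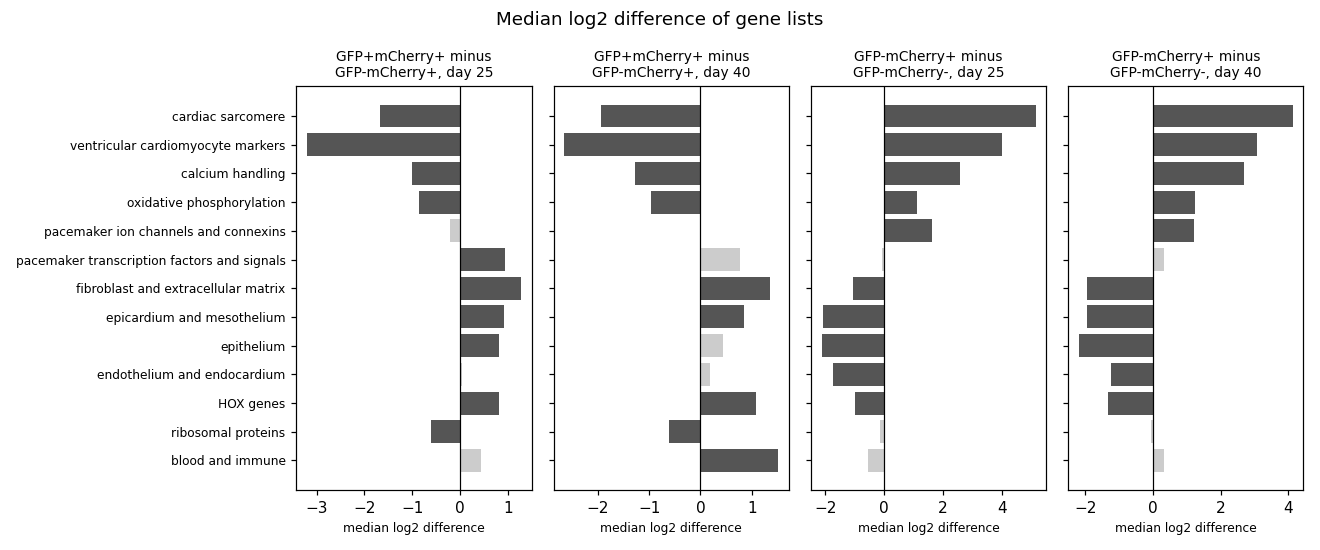
Median log2 difference of 13 gene lists as horizontal bars from 0, for GFP+mCherry+ against GFP-mCherry+ and GFP-mCherry+ against GFP-mCherry- at day 25 and day 40. Dark bars had a camera adjusted p under 0.05 and light bars did not. Oxidative phosphorylation and sarcomere bars pointed down in the first comparison (34 and 20 members lower at day 25) and up in the other.

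Did the difference between these populations change from day 25 to day 40? SASH3, a gene of lymphoid and other blood cells (ENSG00000122122, chrX 128913955 to 128929177), was at 0.362 ± 0.129 FPKM in the GFP+mCherry+ cells of day 25 and 11.3 ± 1.29 at day 40, against 0.472 ± 0.447 and 1.05 ± 0.285 in the GFP-mCherry+ cells (difference of differences 2.65 ± 0.34, adjusted p 0.0111). GPR65, a proton-sensing receptor gene of leukocytes (ENSG00000140030, chr14 88471468 to 88478419), passed as well (1.62 ± 0.25, adjusted p 0.0463), at 3.93 ± 0.0472 FPKM in the GFP+mCherry+ cells of day 40 and 0.600 ± 0.241 in the GFP-mCherry+ cells. This gene lay outside the rule for named genes and was named after its values were seen. These 2 were the only genes called of 14845 (975 with an unadjusted p under 0.05). SHOX2 (-0.52 ± 0.49, adjusted p 0.923) and MYH6 (2.89 ± 2.42, adjusted p 0.911, -0.16 with the 0 set to missing) were not called. A change of the difference was not excluded for MYH6, with a standard error of 0.85 once the 0 was set to missing. None of the 14 blood and immune genes passed over all genes, and 1 was higher over the list alone, while the list as a whole was called up (camera adjusted p 0.0331, fry 0.765, adjusted p = 0.807 with an estimated correlation). Lists of atrial, epithelial, smooth muscle and endoderm genes were called down by camera (adjusted p 0.0425 for each, none by fry, adjusted p = 0.807 with an estimated correlation, and 0.944 for endoderm). With a pseudocount of 0.1 neither gene was called (adjusted p 0.851 for both), nor was the blood and immune list (0.308) or any of the other 4 lists (adjusted p from 0.0796 to 0.106). With no filter on low values none of the 5 lists was called, and with median-of-ratios scaling none of the other 4. SASH3 was not called without library 5, 7 or 11 (highest adjusted p 0.0603), and GPR65 not without library 2, 4, 5, 7, 11 or 14 (highest 0.151). Neither gene was called with a block on sets of consecutive library numbers (adjusted p 0.118 for both). The count ran from 0 without library 5 to 75 without library 10 and 45 without library 13.

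What set the GFP-mCherry+ cells apart from the GFP-mCherry- cells at day 25 (3 libraries each)? Genes of the heart muscle were far higher: NPPA (1067 ± 301 against 7.98 ± 1.98 FPKM, 6.88 ± 0.50, adjusted p 7.2e-07), MYH6 (ENSG00000197616, chr14 23851199 to 23877486, 669 ± 87.5 against 6.06 ± 1.02, 6.57 ± 1.62, adjusted p 0.00593), the myosin-binding protein gene MYBPC3 (6.43 ± 0.51), CSRP3 (6.39 ± 0.55), MYL3 (6.35 ± 0.77) and MYH7 (6.26 ± 0.69). NKX2-5 rose with them (5.54 ± 0.55), as did IRX4 (5.04 ± 0.50). Endothelial genes were lower, with the vessel gene PLVAP at 2.05 ± 1.29 against 41.8 ± 10.3 FPKM (-3.88 ± 0.51, adjusted p 4.05e-05) and the endothelial cadherin gene CDH5 at 0.674 ± 0.38 against 14.7 ± 3.73 (-3.23 ± 0.32, adjusted p 3.27e-06). SELV (-4.60 ± 1.21), FCN3 (-3.31 ± 0.40), EMCN (-3.24 ± 0.44) and OIT3 (-3.24 ± 0.38) were lower too. SHOX2 was low in both populations, at 1.32 ± 0.413 and 0.427 ± 0.112 FPKM (0.69 ± 0.33, adjusted p 0.128). All 33 named genes called here were kept without any single library.

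Of 29 sarcomere genes 27 were higher and none lower (LDB3 6.16 ± 0.46, MYL4 6.18 ± 0.49, camera adjusted p 1.7e-28, 28 over the list alone, adjusted p = 0.0664 with an estimated correlation). Of 42 oxidative phosphorylation genes 39 were higher (COX6A2 3.82 ± 0.42, COX5A 1.92 ± 0.26, camera adjusted p 3.57e-21, 40 over the list alone, adjusted p = 0.0753 with an estimated correlation). Of 26 fatty acid oxidation genes 18 were higher (FABP3 4.40 ± 0.43, camera adjusted p 5.07e-10, 19 over the list alone, adjusted p = 0.0528 with an estimated correlation). Of 18 calcium handling genes 13 were higher and 2 lower, with the calcium pump gene ATP2A2 at 2.59 ± 0.23 and TRDN at 4.60 ± 0.37 (camera adjusted p 4.56e-11, 13 and 2 over the list alone, adjusted p = 0.0664 with an estimated correlation). The pacemaker channel list was higher as well, 8 of 12 with none lower (SLC8A1 4.60 ± 0.43, KCNJ5 2.87 ± 0.32, camera adjusted p 3.78e-07, 8 over the list alone, adjusted p = 0.0664 with an estimated correlation).

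Lower in the GFP-mCherry+ cells were 12 of 16 endothelial genes (ESAM -2.93 ± 0.33, CLDN5 -1.57 ± 0.18, camera adjusted p 9.03e-09, 13 over the list alone, adjusted p = 0.0664 with an estimated correlation). So were 15 of 17 epithelial genes (SPINT1 -2.24 ± 0.18, EPCAM -2.67 ± 0.33, camera adjusted p 9.28e-10, 17 over the list alone, adjusted p = 0.0582 with an estimated correlation). Epicardial genes fell in 15 of 17 (MSLN -2.22 ± 0.26, BNC1 -2.42 ± 0.29, camera adjusted p 2.53e-08, 16 over the list alone, adjusted p = 0.0753 with an estimated correlation). HOX genes fell in 13 of 21 (HOXB2 -1.62 ± 0.24, camera adjusted p 3.5e-05, 13 over the list alone, adjusted p = 0.253 with an estimated correlation). Of 9 pluripotency genes 6 were lower and 1 higher (L1TD1 -2.41 ± 0.30, ZFP42 -1.48 ± 0.22, camera adjusted p 0.0148, 7 and 2 over the list alone, adjusted p = 0.346 with an estimated correlation). That list was not called with a filter at 5 FPKM (adjusted p 0.0654). Over all genes 1803 were higher and 2429 lower (4232 in all, 2377 at least 2-fold), with 22 lists called by camera, all by fry, and 0 kept with the estimated correlation. Of the genes called, 42.6% were higher, and 52.5% after a correction for GC content chosen after the results were seen.

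Was the cardiomyocyte difference the same at day 40 (3 libraries each)? NPPA (1431 ± 297 against 35.9 ± 38 FPKM, 5.76 ± 0.50, adjusted p 4.81e-06), the cardiac actin gene ACTC1 (9032 ± 3431 against 324 ± 320, 5.21 ± 0.54), CMTM5 (5.01 ± 0.44), the myoglobin gene MB (4.97 ± 0.75), CSRP3 (4.95 ± 0.55) and PLN, which encodes phospholamban (4.94 ± 0.55), were the largest increases. MYH6 was not called (2.48 ± 1.62, adjusted p 0.261) because of its 0 in library 17, and with that 0 set to missing it was 5.53 ± 0.60 higher (adjusted p 1.32e-05). The pacemaker channel gene HCN4 was higher in the GFP-mCherry+ cells, at 35.4 ± 9.51 against 4.71 ± 2.96 FPKM (2.77 ± 0.33, adjusted p 2.2e-05). SHOX2 did not pass (0.82 ± 0.33, adjusted p 0.0658). The largest decreases were those of UPK3B (-3.29 ± 0.46), DIO1 (-3.29 ± 1.00), TM4SF4 (-3.10 ± 0.44), the integrin gene ITGB4 (-3.10 ± 0.41), EPS8L1 (-3.07 ± 0.30) and AP1M2 (-3.07 ± 0.32). DIO1 was the 1 of 28 named genes lost in a refit without a single library (highest adjusted p 0.0875), and it was not called with only these groups in the fit (adjusted p 0.0658).

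Sarcomere genes were higher in 27 of 29 (TTN 4.13 ± 0.40, PDLIM5 2.32 ± 0.22, camera adjusted p 3.97e-24, 27 over the list alone, adjusted p = 0.0886 with an estimated correlation). Oxidative phosphorylation genes were higher in 38 of 42 (COX5A 2.06 ± 0.26, camera adjusted p 2.91e-21, 39 over the list alone, adjusted p = 0.0886 with an estimated correlation). Calcium handling genes rose in 15 of 18 and fell in 2 (ATP2A2 2.61 ± 0.23, camera adjusted p 3.67e-11, 15 and 2 over the list alone, adjusted p = 0.0886 with an estimated correlation). Pacemaker channels rose in 10 of 12 and fell in 1 (SLC8A1 4.55 ± 0.43, camera adjusted p 9.14e-08, 11 and 1 over the list alone, adjusted p = 0.0886 with an estimated correlation). Fibroblast and matrix genes were lower in 21 of 24, with the collagen gene COL1A1 at 299 ± 90.2 against 2130 ± 1150 FPKM (-2.73 ± 0.30) and THY1 at -2.11 ± 0.31 (camera adjusted p 2.44e-10, 21 over the list alone, adjusted p = 0.177 with an estimated correlation). Epithelial genes were lower in 15 of 17 (SPINT1 -2.57 ± 0.18, CDH1 -2.60 ± 0.29, camera adjusted p 4.08e-09, 16 over the list alone, adjusted p = 0.0721 with an estimated correlation). HOX genes were lower in 16 of 21 (HOXB5 -1.65 ± 0.29, camera adjusted p 1.53e-06, 18 over the list alone, adjusted p = 0.187 with an estimated correlation). Of 19 endoderm and hepatic genes 13 were lower and 2 higher (VTN -2.30 ± 0.27, APOA2 -2.83 ± 0.35, camera adjusted p 2.19e-05, 14 and 2 over the list alone, adjusted p = 0.265 with an estimated correlation). Endothelial genes were lower in 11 of 16 (NPR3 -2.28 ± 0.40, ERG -1.40 ± 0.26, camera adjusted p 0.000187, 12 over the list alone, adjusted p = 0.187 with an estimated correlation).

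In total 1980 genes were higher and 2750 lower at day 40 (4730, 2616 at least 2-fold; 2360 and 2324 after quantile normalization, 2399 and 2499 with median-of-ratios, 2413 and 2440 after the GC correction), with 21 lists called by camera, all by fry, and 0 kept with the estimated correlation. Shared with day 25 were 1348 higher genes (240.5 by chance) and 1647 lower genes (450 by chance), with r 0.849 between the differences. These chance values also take the calls as independent.

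What changed in the GFP+mCherry+ cells from day 25 (3 libraries) to day 40 (2 libraries)? Genes of myeloid cells rose most: the chemokine genes CCL4 (ENSG00000129277, 0.663 ± 0.727 to 40.2 ± 14.7 FPKM, 4.67 ± 0.34, adjusted p 2.65e-06) and CCL3 (4.11 ± 0.40), SRGN (4.47 ± 0.54), the lysosomal gene LAPTM5 (3.78 ± 1.34 to 102 ± 55.9, 4.35 ± 0.50), SPP1, which encodes osteopontin (ENSG00000118785, 94.2 ± 30.5 to 2056 ± 1450, 4.28 ± 0.75), and the antigen presentation gene HLA-DMB (4.23 ± 0.48). SHOX2 (-0.21 ± 0.36, adjusted p 0.802) and MYH6 (-0.38 ± 1.81, adjusted p 0.941) were not called. With the 0 of library 17, which lies outside this comparison, set to missing, MYH6 was at -0.38 ± 0.60 (adjusted p 0.781). A change of MYH6 was not excluded in either case. The calcium pump regulator SLN fell from 144 ± 56.7 to 8.98 ± 7.59 FPKM (-4.02 ± 0.68, adjusted p 0.00239). APOC3 fell from 28.2 ± 22.2 to 0.826 ± 1.17 (-3.81 ± 0.71), and MIF from 232 ± 28.8 to 38.9 ± 33.9 (-2.86 ± 0.60, adjusted p 0.0125). NPPB (-2.86 ± 0.63), CASKIN1 (-2.80 ± 0.64) and GNG8 (-2.64 ± 0.71, adjusted p 0.0488) were lower as well. GNG8 was listed at 0 in library 13, and with that 0 set to missing the difference was -1.15 (adjusted p 0.369). Of 22 named genes called, 12 were kept without any single library. Without library 13, AHSG (adjusted p 0.443), CLDN3 (0.319), APOA1 (0.0882), GNG8 (0.642), MIF (0.283), CASKIN1 (0.275), NPPB (0.195), APOC3 (0.129), FOSB (0.232) and CLDN6 (0.0795) were not called. NPPB, CASKIN1, GNG8, CLDN3, APOA1 and AHSG were also lost without library 4 or 7, and CLDN3 without library 10.

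Of 14 blood and immune genes 9 were higher and none lower, with the Fc receptor chain gene FCER1G at 3.70 ± 1.19 and 75.2 ± 44.8 FPKM (3.91 ± 0.56), SPI1 (2.39 ± 0.35), PTPRC (2.33 ± 0.35) and CSF1R (2.65 ± 0.42). That list had a camera adjusted p of 7.01e-10, with 11 higher and 1 lower over the list alone, and an adjusted p = 0.0996 with an estimated correlation. Immediate early genes were higher in 3 of 22 (NR4A2 2.94 ± 0.34, FOSB 1.52 ± 0.31, camera adjusted p 3.52e-05, 5 over the list alone, adjusted p = 0.935 with an estimated correlation). Epithelial genes were lower in 3 of 17 (CLDN6 -1.76 ± 0.33, CLDN3 -1.51 ± 0.40, camera adjusted p 2.49e-05, 9 over the list alone, adjusted p = 0.295 with an estimated correlation). Endoderm genes were lower in 2 of 19 (APOA1 -2.10 ± 0.44, AHSG -2.03 ± 0.53, camera adjusted p 0.0326, 2 over the list alone, adjusted p = 0.935 with an estimated correlation). CLDN3 (-0.73, adjusted p 0.269) and the endoderm list (adjusted p 0.0533) were not called after the GC correction, and AHSG was not with a pseudocount of 0.1 (adjusted p 0.104). Neither pacemaker list was called (camera adjusted p 0.936 for the transcription factors and 0.856 for the channels, no member past). In all 323 genes rose and 272 fell (595, 510 at least 2-fold, 2969 with an unadjusted p under 0.05), with 5 lists called by camera, 2 by fry and 0 kept with the estimated correlation. The count was 246 without library 13, 262 without library 7, 284 without library 4 and 205 when only these groups were in the fit. The lower genes went most, to 32 without library 13, 55 without library 7 and 63 without library 4. Of the genes called, 54.3% were higher, with 87% without library 13 and 68.2% after the GC correction, so the even split of directions rested on single libraries.

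**Figure D3:**
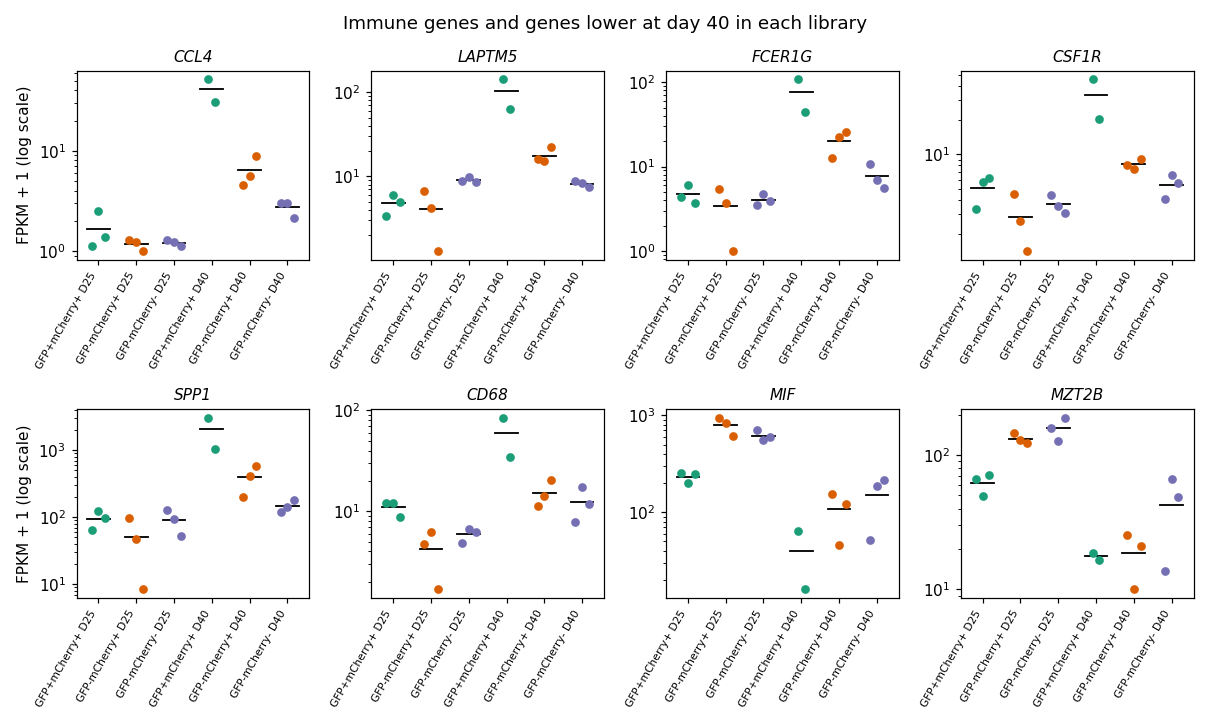
Levels of CCL4, LAPTM5, FCER1G, CSF1R, SPP1, CD68, MIF and MZT2B as FPKM + 1 on a logarithmic axis, with 1 point for each library, coloured by sorted population at day 25 and day 40, and a black line at the group mean. The 6 myeloid genes were higher at day 40 in both mCherry+ populations (CCL4 0.663 to 40.2 FPKM in the GFP+mCherry+ cells), while MIF and MZT2B were lower at day 40 in the GFP-mCherry+ cells (MIF 799 to 106).

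What changed in the GFP-mCherry+ cells from day 25 to day 40 (3 libraries each)? SPP1 rose to 395 ± 190 FPKM (3.41 ± 0.67, adjusted p 0.0122), the oestrogen sulfotransferase gene SULT1E1 from 7.64 ± 4.61 to 59.8 ± 25.4 (2.84 ± 0.40, adjusted p 0.00269) and FCER1G from 2.38 to 19.1 ± 6.66 (2.83 ± 0.50). The leukocyte genes MS4A6A (2.49 ± 0.41), RGS1 (2.48 ± 0.47) and LAPTM5 (2.39 ± 0.44) rose too. SHOX2 (0.31 ± 0.33, adjusted p 0.705) and MYH6 (-3.27 ± 1.62, adjusted p 0.301, -0.22 with the 0 set to missing) were not called. A change of MYH6 was not excluded, with a standard error of 0.60 once the 0 was set to missing. The lower genes were MIF, a cytokine gene (799 ± 169 to 106 ± 54.8 FPKM, -3.05 ± 0.54, adjusted p 0.00819), CASKIN1 (-2.94 ± 0.57), MZT2B (132 ± 12 to 17.8 ± 7.85, -2.92 ± 0.44), SCAND1 (-2.82 ± 0.45), the complex I gene NDUFS7 (-2.70 ± 0.47) and B4GALNT4 (-2.64 ± 0.36). After the GC correction these differences shrank to -2.16 for MIF, -1.93 for CASKIN1 (no longer called, adjusted p 0.0718), -2.14 for MZT2B, -2.18 for SCAND1, -1.80 for NDUFS7 and -1.74 for B4GALNT4.

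Of 14 blood and immune genes 4 were higher and none lower (CD68 2.02 ± 0.44, CSF1R 1.68 ± 0.38, PTPRC 1.32 ± 0.31, camera adjusted p 9.32e-07, 8 over the list alone, adjusted p = 0.359 with an estimated correlation). Immediate early genes were higher in 3 of 22 (FOSB 1.37 ± 0.28, EGR1 1.11 ± 0.26, NR4A2 1.14 ± 0.31, camera adjusted p 9.32e-07, 6 over the list alone, adjusted p = 0.834 with an estimated correlation). Of 17 epithelial genes 1 was lower (SPINT2 -1.17 ± 0.23, camera adjusted p 0.0164, 3 over the list alone, adjusted p = 0.834 with an estimated correlation), and this list was not called after the GC correction (adjusted p 0.126). In all 94 genes rose and 581 fell (675, 527 at least 2-fold, 2706 with an unadjusted p under 0.05), so that 13.9% were higher. The share was 26% after quantile normalization and 58% after the GC correction. This count moved widely: 88 after the GC correction, 11 with only these groups in the fit, 78 without library 14, 97 without library 5, 125 without library 2 and 1621 without library 11. SULT1E1, FCER1G, MS4A6A, LAPTM5, MZT2B, SCAND1, NDUFS7 and B4GALNT4 were kept without any single library, 8 of 19 named genes called. Of the 19, MZT2B alone was also called with only these groups in the fit, where SULT1E1 had an adjusted p of 0.0739 and FCER1G of 0.0854. PTPRC, EGR1, NR4A2 and SPINT2 were not called after the GC correction (adjusted p 0.0802, 0.0589, 0.118 and 0.0557), although their differences stayed about as large (1.21, 1.21, 1.2 and -0.96). Camera called 5 lists, of which 1 by fry and 0 with the estimated correlation.

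What changed in the GFP-mCherry- cells from day 25 to day 40 (3 libraries each)? The keratin gene KRT17 rose from 1.77 ± 0.619 to 36.6 ± 15.2 FPKM (3.69 ± 0.34, adjusted p 5.98e-05), and the matrix genes OGN (3.18 ± 0.62, adjusted p 0.0109) and CILP (2.85 ± 0.40) rose with it. The complement gene C3 (3.27 ± 0.78, adjusted p 0.0301), CDH17 (3.17 ± 0.45) and SERPINB2 (2.91 ± 0.53) were higher as well. SLN fell from 212 ± 46.5 to 35.8 ± 18.2 FPKM (-2.65 ± 0.61, adjusted p 0.0254) and PLVAP from 41.8 ± 10.3 to 6.76 ± 4.02 (-2.62 ± 0.51, adjusted p 0.0104). IGDCC3 (-2.41 ± 0.37), the neurotrophin receptor gene NTRK2 (-2.39 ± 0.43), CLEC1B (-2.36 ± 0.32) and ST20-MTHFS (-2.35 ± 0.36) fell too. SHOX2 (0.18 ± 0.33, adjusted p 0.838) and MYH6 (0.82 ± 1.62, adjusted p 0.853) were not called. With the 0 of library 17, which lies outside this comparison, set to missing, MYH6 was at 0.82 ± 0.54 (adjusted p 0.467). A change of MYH6 was not excluded in either case.

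Of 16 endothelial genes 9 were lower and none higher (SOX17 -1.34 ± 0.22, EGFL7 -2.25 ± 0.37, SOX18 -1.12 ± 0.16, CLDN5 -1.06 ± 0.18, camera adjusted p 2.1e-05, 10 over the list alone, adjusted p = 0.47 with an estimated correlation). SOX18 (-0.41, adjusted p 0.442) and CLDN5 (-0.46, adjusted p 0.423) were not called after the GC correction, nor was SOX17 with a pseudocount of 0.1 (adjusted p 0.0513). Of 9 pluripotency genes 4 were lower (LIN28B -1.40 ± 0.24, ZFP42 -1.23 ± 0.22, L1TD1 -1.53 ± 0.30, camera adjusted p 7.49e-05, 5 over the list alone, adjusted p = 0.47 with an estimated correlation). Of 19 endoderm and hepatic genes 7 were higher (VTN 1.77 ± 0.27, FGA 2.08 ± 0.39, APOB 1.55 ± 0.31, APOA2 1.64 ± 0.35, camera adjusted p 1.19e-09, 11 over the list alone, adjusted p = 0.47 with an estimated correlation). Of 24 fibroblast and matrix genes 2 were higher (VCAN 1.35 ± 0.25, TIMP1 1.18 ± 0.26, camera adjusted p 1.19e-09, 7 over the list alone, adjusted p = 0.47 with an estimated correlation). Sarcomere genes were higher in 3 of 29 (MYL2 2.32 ± 0.49, CSRP3 2.51 ± 0.55, PDLIM5 0.87 ± 0.22, camera adjusted p 1.73e-07, 7 over the list alone, adjusted p = 0.772 with an estimated correlation). Library 12 stood apart there, with TNNT2 at 796 FPKM against 157 and 177 in the other libraries of its group. In all 230 genes rose and 344 fell (574, 411 at least 2-fold, 2627 with an unadjusted p under 0.05), with 11 lists called by camera, 2 by fry and 0 with the estimated correlation. The count dropped to 154 without library 6, 197 without library 15, 206 without library 9, 304 without library 3 and 323 without library 12. Of the genes called 40.1% were higher, and 50.6% after median-of-ratios scaling. C3, OGN, SLN, PLVAP, APOB, APOA2, TIMP1, MYL2, CSRP3, PDLIM5 and L1TD1 were lost in a refit without a single library, and 17 of 28 named genes called were kept in every one.

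Some genes changed with time in more than 1 population: 62 rose (2 by chance) and 124 fell (10.6 by chance) in both mCherry+ populations, and 21 rose (5 by chance) and 84 fell (6.3 by chance) in both the GFP+mCherry+ and the GFP-mCherry- cells. In both the GFP-mCherry+ and the GFP-mCherry- cells 11 rose (1.5 by chance) and 130 fell (13.5 by chance). After the GC correction 36 rose (1.2 by chance) and 12 fell (0.4 by chance) in both mCherry+ populations, and 24 rose (6.3 by chance) and 50 fell (2.4 by chance) in the next pair. In the last pair 7 rose (0.9 by chance) and 22 fell (0.6 by chance). These chance values take the calls in the populations as independent, although all of them rest on gene variances from the same fit. Each set of consecutive library numbers held a single day, so a difference between the sets would also give shared calls. The block on these sets was not run for day 40 against day 25, and the cause of the overlap was not tested.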

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

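The mixture tests, the marker tests for macrophages and other blood cells and the GC correction itself were chosen after results were seen.

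A test of the difference between the days picked out 2 genes reported here. SASH3, a gene of blood cells, went from no difference between the mCherry+ populations at day 25 to higher in the GFP+mCherry+ cells at day 40 (2.65 ± 0.34, adjusted p 0.0111), and GPR65, a leukocyte receptor gene, did the same (1.62 ± 0.25, adjusted p 0.0463). SASH3 stood at 11.3 ± 1.29 FPKM in the GFP+mCherry+ libraries of day 40 (2 libraries). Neither was called in each refit without a single library: the highest adjusted p was 0.0603 for SASH3, without library 5, 7 or 11, and 0.151 for GPR65, without library 2, 4, 5, 7, 11 or 14. With a pseudocount of 0.1 both had an adjusted p of 0.851, with the library-set block 0.118, and with only the compared groups in the fit 0.171 (SASH3) and 0.209 (GPR65).

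The cardiomyocyte genes were lower in the GFP+mCherry+ cells, which a share of GFP-mCherry- type cells in that fraction might cause. A single share would lower every cardiomyocyte-specific gene alike, and 5 of 65 such genes (7.7%, under the 10% set as a bound) differed from their common shift of -2.09. MYL3, MYL2, IRX4 and TNNC1 were lower than that shift and CPNE5 higher (adjusted p from 0.00442 to 0.036 against the common shift). The levels ran from 2.1% (MYL2) to 77.5% (CPNE5) of those in the GFP-mCherry+ cells. For these 5 genes the values argue against a single share as the whole cause, although their number stayed under the bound. For the rest of the 65 genes a mixture and a change within the cells cannot be told apart, since the sort gives no purity. A mixture would put the higher genes between the other populations, but 112 of 969 genes called at least 2-fold higher at day 25 (11.6%) were called above both of the others in the day 40 libraries, and 57 (5.9%) at both days, just over the 5% set as a bound. The day 40 libraries also carry the macrophage signal described below, and without the genes that rose by day 40 in these cells 96 of the 969 (9.9%) were above both. This argues against GFP-mCherry- type cells as the whole cause for the higher genes, and cells of other types are not excluded. The titles of these libraries read GFP+mCherry+- while the genotype label reads GFP+mCherry+, and whether the last sign marks a mixed gate stays open. A different cell state, or the separate differentiation procedures in the labels, stays open and untested.

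Genes that fell by day 40 in the GFP-mCherry+ cells were rich in GC, with a median of 64.1% against 50.2% for the tested genes (rank correlation -0.544 between GC content and log2 difference), and a GC bias between the libraries of the days may account for most of these calls. By library the rank correlation with GC content was 0.322, 0.24 and 0.135 in the libraries 2, 5 and 8 of day 25. It was 0.04, -0.494 and -0.228 in the libraries 11, 14 and 17 of day 40, so the trend was uneven within that day. In the GFP-mCherry- cells of day 40 it was -0.285 in library 12. The libraries 15 and 18 (0.186 and 0.15) were within the range of day 25 there (0.082 to 0.212). Only 37 of 581 lower calls (6.4%) stayed after the correction: the median log2 difference of the 581 went from -1.26 to -0.61 (median standard error 0.28 and 0.22), so the calls ended because the differences shrank, not because the spread grew. Of the 94 higher calls in these cells 42 (44.7%) stayed. In the GFP+mCherry+ cells 132 of 272 lower calls (48.5%) stayed and the median went from -1.30 to -0.93; those 132 are not accounted for by the removed trend, and the other 140 stay open. In the GFP-mCherry- cells 207 of 344 (60.2%) stayed (median -1.15 to -0.89), which argues against the trend as the whole cause there. A change with culture time that tracks GC content was not tested, and MIF, MZT2B and SCAND1 were called in the GFP-mCherry+ cells with the correction too (-2.16, -2.14 and -2.18).

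Macrophage genes rose by day 40 in the GFP+mCherry+ cells, and a small share of macrophage-like cells in the sorted fraction is a candidate explanation. Of 20 tested markers outside the immune list and the named genes, 18 (90%) were called higher, and of all 31 tested markers 29; in the GFP-mCherry+ cells 18 of 31 rose and in the GFP-mCherry- cells 0. The median marker stood at 37.2 FPKM in library 10 and 13.4 in library 13, against at most 6.66 in the GFP-mCherry+ and 2.93 in the GFP-mCherry- libraries of day 40, with CD68 at 58.7 ± 35.6 and FCER1G at 75.2 ± 44.8 FPKM in the GFP+mCherry+ cells. The GC correction left 100% of the 29 calls in place, which argues against GC bias as the cause. Of 13 tested lymphocyte, erythroid and granulocyte markers 1 (IL7R, 7.7%) was called higher; the other 24 in the table were not tested. Over all 37, tested or not, 4 reached 1 FPKM in both of the libraries 10 and 13, against 29 of 32 macrophage markers. The mean log2 level rose from day 25 to day 40 in 12 of the 37 (middle 50% of the changes from -0.16 to 0.02) and in 32 of the 32 (from 2.15 to 3.59). This argues against blood of every lineage. The 12 markers listed at 0 in both libraries show little by themselves, since the table lists some abundant genes at 0 too. A sort on both reporters would remove such cells unless they stick to, take up or shine like reporter cells, and these libraries do not separate that from expression within the sorted cells.

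With 3 libraries against 3 there are 10 splits, too few for a share under 0.05. In each case 1 split of the 10, the real one, gave as many calls. At day 25 the real splits gave 3022 calls between the mCherry+ populations and 4232 between the GFP-mCherry+ and GFP-mCherry- cells, and the highest of the other splits gave 0 in both. At day 40 GFP-mCherry+ against GFP-mCherry- gave 4730 and the highest other 109. Day 40 against day 25 gave 675 and 0 in the GFP-mCherry+ cells, and 574 and 1 in the GFP-mCherry- cells.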

How the results depend on the processing

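The values at 0 set to missing, the GC correction and the refits without the libraries 1, 12 and 13 were chosen after results were seen. No named result was called in the opposite direction under an alternative it was run in (245 in most, 233 with the filter at 5 FPKM, 170 with the library-set block). MYH6 between the mCherry+ populations at day 40, not called in either case, went from 2.02 to -1.03 with its 0 set to missing. Where a count moved, the cause was not tested.

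The change of the population difference between the days, at 2 genes, moved with most settings: 0 with a pseudocount of 0.1, a filter at 5 FPKM, only the compared groups or the library-set block, 1 with median-of-ratios or quantile scaling, 11 with sample quality weights, 46 with no filter, and 53 without the libraries 1, 12 and 13. GFP+mCherry+ against GFP-mCherry+ gave 7676 genes with weights at day 25, and at day 40 1304 with only these groups and 1583 without the libraries 1, 12 and 13. GFP-mCherry+ against GFP-mCherry- gave 7587 with weights at day 25. Day 40 against day 25 gave 348 (filter at 5 FPKM), 205 (only these groups) and 1466 (weights) in the GFP+mCherry+ cells; 449 (no filter), 438 (quantile), 11 (only these groups), 1673 (weights) and 88 (GC correction) in the GFP-mCherry+ cells; and 336 (pseudocount), 377 (filter at 5 FPKM) and 1623 (weights) in the GFP-mCherry- cells.

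With each library left out in turn, calls between the mCherry+ populations ran from 1765 (without library 5) to 2364 (without library 4) at day 25, with 1813 without library 8 and 1974 without library 7, and from 1240 (without 13) to 4239 (without 14) at day 40. The change between the days ran from 0 (without 5, 7 or 11) to 75 (without 10), with 45 without library 13 and 17 without library 1. GFP-mCherry+ against GFP-mCherry- ran from 3120 (without 9) to 3821 (without 2) at day 25, and from 3396 (without 15) to 4598 (without 12) at day 40. Day 40 against day 25 ran from 246 (without 13) to 1039 (without 10) in the GFP+mCherry+ cells, with 262 without library 7, 284 without 4 and 1012 without 1. It ran from 78 (without 14) to 1621 (without 11) in the GFP-mCherry+ cells, with 97 without library 5, 125 without 2 and 157 without 17. In the GFP-mCherry- cells it ran from 154 (without 6) to 444 (without 18), with 197 without library 15, 206 without 9, 304 without 3 and 323 without 12. Where 1 GFP+mCherry+ library of day 40 was left, it was assumed to vary like the other groups.

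Of the named results, 9 were weaker with a pseudocount of 0.1, 8 with no filter, 4 with median-of-ratios, 5 with quantile normalization, 35 with only the compared groups, 2 with weights, 1 with zeros missing, 9 with the GC correction and 12 without the libraries 1, 12 and 13. With the filter at 5 FPKM 5 of 233 were weaker, and with the library-set block 2 of 170. Of 106 list calls by camera, 106 were lost with the estimated correlation, 24 by fry, 7 with no filter, 7 at 5 FPKM, 6 with the pseudocount, 5 with median-of-ratios, 3 with quantile normalization, 4 with the GC correction and 5 without the libraries 1, 12 and 13.

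The library sets share only consecutive numbers. Of 16 pairs of libraries in a set, 10 had deviations from the group means that correlated above 0.1 (from -0.123 to 0.458, median 0.135, against -0.068 in different sets). Deviations sum to 0 within a group, so the values in different sets are not an independent baseline. Library 14, for example, had 0.164 with library 13 of its set and -0.164 with library 10 of another. With the sets as a block 3580 and 3809 genes were called between the mCherry+ populations at day 25 and day 40, and 4680 and 5154 between the GFP-mCherry+ and GFP-mCherry- cells.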

Other observations

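GFP+mCherry+ against GFP-mCherry- was a comparison added after results were seen, and the genes below were picked from it. The count of melanocyte markers was written before its result was seen, for all markers in the table; its interval, the count over the tested ones and the test of MLANA, DCT, TYR and SOX10 were chosen after results were seen.

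Genes that stood higher in the GFP+mCherry+ cells than in both other populations at both days numbered 81, and genes lower than both numbered 14. Beside SHOX2 they included BMP4 (190 ± 38.8 FPKM at day 25, against 30.7 ± 5.93 in the GFP-mCherry+ and 47.8 ± 7.05 in the GFP-mCherry- cells), the smooth muscle genes MYH11 and MYLK, the G protein gene GNAO1, the receptor gene ADRB1, the sodium-coupled transporter gene SLC5A12 (80.4, 9.91 and 10.7 FPKM), the prostaglandin synthase gene PTGDS (470, 75.8 and 64.6) and the haem oxygenase gene HMOX1 (8.15 against 2.15 in the GFP-mCherry+ cells). Of the pacemaker transcription factor and signal list 3 were among the 81 (BMP4, GNAO1 and SHOX2). The 14 lower genes included the growth factor gene MDK (434 FPKM, against 1119 and 1270), the ribosomal protein genes RPS15 and RPS16 and the nucleolar gene FBL.

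The 81 genes held PMEL (441, 142 and 49.7 FPKM at day 25), CAPN3 (148, 50.9 and 3.18), MCOLN3 (31.3, 4.96 and 11.6) and GPNMB (43.0, 6.88 and 11.7), which are known from pigment cells, so melanocyte-like cells in the fraction might be a source. Of the other melanocyte markers in the table, 18 in number, 3 (16.7%) were called higher than in both other populations at day 25, namely TYRP1, SLC45A2 and EDNRB. That is under the bound of 25%, but not by more than its spread (exact 95% interval 3.58% to 41.4%, with the markers taken as independent). Over the 12 that were tested it is 25%, and the other 6 could not be called, although all of them stayed at or under 0.792 FPKM in the GFP+mCherry+ cells. With so few markers, melanocyte-like cells and a change within the reporter cells cannot be told apart by this count. DCT stood at 0.470 FPKM without a difference from the GFP-mCherry+ cells (0.03, adjusted p 0.965) and MLANA at 0.148 FPKM. In no GFP+mCherry+ library of day 25 did MLANA, DCT, TYR or SOX10 exceed 0.255% of the difference in PMEL (1% was the bound), which argues against melanocytes that express those genes. What raised PMEL and its companions stays open.

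Among the 81 genes OLR1 (50.6, 7.55 and 10.3 FPKM at day 25), ALOX5 (14.3, 2.27 and 3.16) and CSF3R (24.9, 4.01 and 6.84) are also known from myeloid cells, as are BCL2A1, HMOX1 and GPNMB. Of 31 tested macrophage markers 29 were called higher at day 40 than at day 25 in the GFP+mCherry+ cells. Macrophage-like cells may therefore contribute to genes such as OLR1 and ALOX5 at day 40. CSF3R was not called higher at day 40 than at day 25 in these cells (0.622). It stood at 32.8 FPKM in library 10 and 45.9 in library 13, where the median macrophage marker was 37.2 and 13.4. At day 25 the median macrophage marker stood at 1.03 to 1.95 FPKM in the GFP+mCherry+ libraries and reached 2.06 in the other libraries. The source of OLR1, ALOX5, CSF3R and the genes named with them stays open at day 25.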
